# Involvement of microRNA-related regulatory pathways in the glucose-mediated control of *Arabidopsis* early seedling development

**DOI:** 10.1093/jxb/ert239

**Published:** 2013-08-30

**Authors:** Gustavo Turqueto Duarte, Cleverson Carlos Matiolli, Bikram Datt Pant, Armin Schlereth, Wolf-Rüdiger Scheible, Mark Stitt, Renato Vicentini, Michel Vincentz

**Keywords:** Abscisic acid, AGO1, DCL1, glucose, HYL1, miRNA, plant development, post-transcriptional control, seed germination.

## Abstract

In plants, sugars such as glucose act as signalling molecules that promote changes in gene expression programmes that impact on growth and development. Recent evidence has revealed the potential importance of controlling mRNA decay in some aspects of glucose-mediated regulatory responses suggesting a role of microRNAs (miRNAs) in these responses. In order to get a better understanding of glucose-mediated development modulation involving miRNA-related regulatory pathways, early seedling development of mutants impaired in miRNA biogenesis (*hyl1-2* and *dcl1-11*) and miRNA activity (*ago1-25*) was evaluated. All mutants exhibited a glucose hyposensitive phenotype from germination up to seedling establishment, indicating that miRNA regulatory pathways are involved in the glucose-mediated delay of early seedling development. The expression profile of 200 miRNA primary transcripts (pri-miRs) was evaluated by large-scale quantitative real-time PCR profiling, which revealed that 38 pri-miRs were regulated by glucose. For several of them, the corresponding mature miRNAs are known to participate directly or indirectly in plant development, and their accumulation was shown to be co-regulated with the pri-miR by glucose. Furthermore, the expression of several miRNA target genes was found to be deregulated in response to glucose in the miRNA machinery mutants *ago1-25*, *dcl1-11*, and *hyl1-2*. Also, in these mutants, glucose promoted misexpression of genes for the three abscisic acid signalling elements ABI3, ABI4, and ABI5. Thus, miRNA regulatory pathways play a role in the adjustments of growth and development triggered by glucose signalling.

## Introduction

Photosynthesis-derived sugars are the main source of carbon skeletons and energy in plants. It is not surprising that glucose (Moore *et al*., 2003; Li *et al*., 2006), fructose (Cho and Yoo, 2011; Li *et al*., 2011), sucrose (Vaughn *et al*., 2002), and trehalose-6-phosphate (Delatte *et al*., 2011; Wahl *et al*., 2013) are important signalling molecules that impact on gene expression and several aspects of plant growth and development (e.g. germination, flowering, senescence; Smeekens *et al*., 2010; Eveland and Jackson, 2012; Stitt and Zeeman, 2012; Wahl *et al*., 2013). Integration of metabolic and circadian signals with environmental cues seems to coordinate starch degradation and sugar pools, thus impacting on carbon availability for growth (Stewart *et al*., 2011; Stitt and Zeeman, 2012). Sugar signalling also depends on the integration with other nutrient levels, such as phosphate, sulphate, and nitrogen, which are tightly related with circadian regulation and are required for proper plant development expression programmes (Rolland *et al*., 2006). In addition, sugars such as sucrose or glucose have been shown to interact with the hormones abscisic acid (ABA), ethylene (Yanagisawa *et al*., 2003; Karve *et al*., 2012), auxin, and cytokinin (Moore *et al*., 2003; Sairanen *et al*., 2012) in regulating plant development (Rolland *et al*, 2006) and stress responses (Price *et al*., 2003; Jossier *et al*., 2009).

The only sugar sensor that has been described unambiguously up to now is hexokinase 1 (HXK1), which senses glucose (Moore *et al*., 2003; Karve *et al*., 2012) and directly mediates the glucose-dependent transcriptional repression of the chlorophyll a/b-binding protein 2 gene (*CAB2*; Cho *et al*., 2006). Further evidence for transcriptional control mediating glucose responses comes from the observation that the APETALA2-type transcription factor ABI4, a component of the ABA signalling pathway, is involved in sugar-induced gene expression changes (Li *et al*., 2006; Bossi *et al*., 2009). In addition, post-transcriptional regulation is also involved in sugar signalling. For instance, evidence was found for sucrose affecting the translation of the mRNA for five *Arabidopsis thaliana* S-group bZIP-type transcription factors (Rahmani *et al*., 2009), and the degradation of the ethylene insensitive 3 (EIN3) transcription factor has been found to be glucose induced (Yanagisawa *et al*., 2003). Moreover, it was shown that glucose modulates the mRNA stability of the *Arabidopsis* transcription factor *AtbZIP63* as part of a regulatory scheme integrating energetic and abiotic stress (Matiolli *et al*., 2011). Moreover, the expression of *AtbZIP63* was found to be deregulated in the miRNA-processing mutant *hyl1-2* (Matiolli *et al*., 2011). This latest observation begs the question of whether miRNA-related regulatory pathways participate in glucose responses. *MIRNA* genes are transcribed by RNA polymerase II, resulting in a primary miRNA transcript (pri-miR) that is first converted into a precursor miRNA (pre-miRNA) by the endonuclease DICER-like1 (DCL1). Subsequently, the C2H2-zinc finger protein SERRATE (SE), the double-stranded RNA-binding protein HYPONASTIC LEAVES1 (HYL1), and DCL1 interact to trim the pre-miRNA generating a 21-nucleotide double-stranded miRNA/miRNA* duplex that is exported to the cytoplasm through the action of the exportin HASTY and other factors (Voinnet, 2009). Methylation of the duplex fragment on the 3′-terminal nucleotides of each strand by HEN protects the fragment from degradation by exonucleases. The mature miRNA is recognized by ARGONAUTE1 (AGO1) which is in turn integrated into the RNA-induced silencing complex (RISC) through a process that might also require HYL1 activity (Eamens *et al*., 2009). miRNA complementarity to specific mRNA guides RISC-mediated target mRNA cleavage and/or translational repression (Mi *et al*., 2008; Voinnet, 2009).

Germination and seedling establishment are crucial initial steps for plant development. It is well established that high exogenous glucose delays these early plant developmental phases (Arenas-Huertero *et al*., 2000; Cheng *et al*., 2002; Gibson, 2005; Dekkers *et al*., 2008). In the current work, sensitivity to glucose during seedling development was examined to analyse the capacity of mutants *hyl1-2* and *dcl1-11*, which are defective in pre-miRNA processing, and mutant *ago1-25*, which is impaired in miRNA activity, to modulate glucose responses. Young seedlings of these mutants showed a glucose hyposensitive phenotype, which was defined by the reduced capacity of glucose to delay early seedling development. This phenotype was correlated with the regulation of the expression of a set of 38 pri-miRs by 4% glucose, indicating that miRNA-related regulatory processes modulate the glucose-dependent delay of seedling development.

## Materials and methods

### Plant material and growth conditions

*A. thaliana* ecotype Columbia-0 (Col-0) was used as a wild-type control for the mutants ABA insensitive *abi4-1* (Finkelstein, 1994), ABA-deficient *aba2-1* (Schwartz *et al*., 1997), *ago1-25* (Morel *et al*., 2002), *dcl1-11* (Zhang *et al*., 2008), and *hyl1-2* (Vazquez *et al*., 2004) and Landsberg *erecta* (L*er*) was used as a wild-type control for the glucose-insensitive HXK1 knockout *gin2-1* (Moore *et al*., 2003). Seeds were surface sterilized and sown in plates with half-strength Murashige and Skoog media (MS/2) containing 0.5% (w/v) agar (type E) with 1–6% glucose, 4% mannitol, or 0.5–5 µM ABA (all Sigma-Aldrich reagents). The plates were placed in the dark at 4 °C for 2 d for stratification and then incubated at 24 °C under continuous light (50 µmol m^–2^ s^–1^) for up to 14 d. For phenotypic assays, each plate contained at least 20 seeds of each specified genotype and the assays were carried out in duplicate or triplicate. Analysis of deviance (McCullagh and Nelder, 1989) was used for statistical evaluation of germination and development efficiencies. For gene expression analysis assays, 5mg of seeds of each evaluated genotype was plated in at least triplicate.

### RNA isolation and cDNA synthesis

Total RNA was isolated following a LiCl-based protocol for seeds (Oñate-Sánchez and Vicente-Carbajosa, 2008), except for the addition of 3 µl of glycogen (20mg ml^–1^, Roche) in the last precipitation step. For pri-miR profiling, total RNA was treated with TURBO DNA-free (Ambion), according to the manufacturer’s instruction. For other quantitative real-time PCR (qRT-PCR) analyses, DNAse treatment was only carried out in the cases where the primers pairs could not be designed to span exon–exon junctions. Synthesis of cDNA was carried out with ImProm II Reverse Transcriptase (Promega), according to manufacturer instructions.

### qRT-PCR analysis

Gene expression analysis by qRT-PCR was conducted as described by Czechowski *et al*. (2005) and Udvardi *et al*. (2008), evaluating gene expression with the Delta-Delta Ct method (Livak and Schmittgen, 2001). For the pri-miR profiling, cDNA was diluted four times before qRT-PCR analysis with SYBR Green (Applied Biosystems) on a 384-well 7900HT Real-Time PCR (Applied Biosystems), using *PP2A* (At1g13320), *At2g283904*; *At5g15710*, and *UBQ10* (At4g05320) as reference genes (Czechowski *et al*., 2005). For the validation of pri-miR profiling results, qRT-PCR was performed with SYBR Green (Invitrogen) on a 96-well 7500 Fast Real-Time PCR (Applied Biosystems), using *PP2A* (At1g13320) as the reference gene. Differences in gene expression were considered significant for fold-changes ≥|1.5| between treated and control samples and for *P* < 0.05 according to two-tailed Student’s t-test. Mature miRNA quantification was conducted as described by Varkonyi-Gasic *et al*. (2007), using *PP2A* for normalization. The sequences of the qRT-PCR primers are given in Supplementary Table S1 (available at *JXB* online).

### High-throughput analysis of short-term responses to glucose

*Arabidopsis* Col-0 growth conditions in liquid MS/2, treatments with 2% glucose and 2% mannitol (osmotic control) for 4h, and RNA extraction protocol for the analysis of short-term glucose responses were performed as described previously (Matiolli *et al*., 2011). Preparation and deep sequencing of small RNA (sRNA) libraries was conducted according to the manufacturer’s instructions by Ambry Genetics (Aliso Viejo, CA, USA) using Illumina’s Genome Analyzer IIx. The reads were analysed using CLC Genomics Workbench software (CLC Bio). All reads were matched against *Arabidopsis* miRNA mature sequences downloaded from miRBase (release 18; Kozomara and Griffiths-Jones, 2011). Mismatches were not allowed in the matching and maximum number of hits for a read was one. The read count values were estimated as the reporting expression value for each treatment. Differential expression of miRNAs was detected by test on proportions and Kal’s Z-test. Small RNA library data from this study were deposited in the GEO database under the accession number GSE43546.

## Results

### *ago1-25*, *dcl1-11*, and *hyl1-2* mutants exhibit a glucose hyposensitive growth phenotype from germination to seedling establishment

In order to evaluate the involvement of miRNA-related regulatory pathways in glucose-induced delay of *Arabidopsis* early seedling development (Nonogaki *et al*., 2010; Eveland and Jackson, 2012), the miRNA-biogenesis mutants *dcl1-11* and *hyl1-2*, the miRNA-activity mutant *ago1-25*, and the corresponding wild type Col-0 were scored for germination (i.e. testa rupture), post-germination (i.e. radicle emergence and elongation), and establishment (i.e. cotyledon expansion and greening; Fig. 1A, Supplementary Fig. S1) in response to a range of glucose or mannitol (osmotic control) concentrations. The glucose-insensitive mutants *gin2-1* (HXK1 glucose-sensor knockout mutant in L*er* background; Moore *et al*., 2003) and *abi4-1*/*gin6* (Apetala2-type transcription factor involved in ABA signalling in Col-0 background; León and Sheen, 2003) were included as controls.

**Fig. 1.**
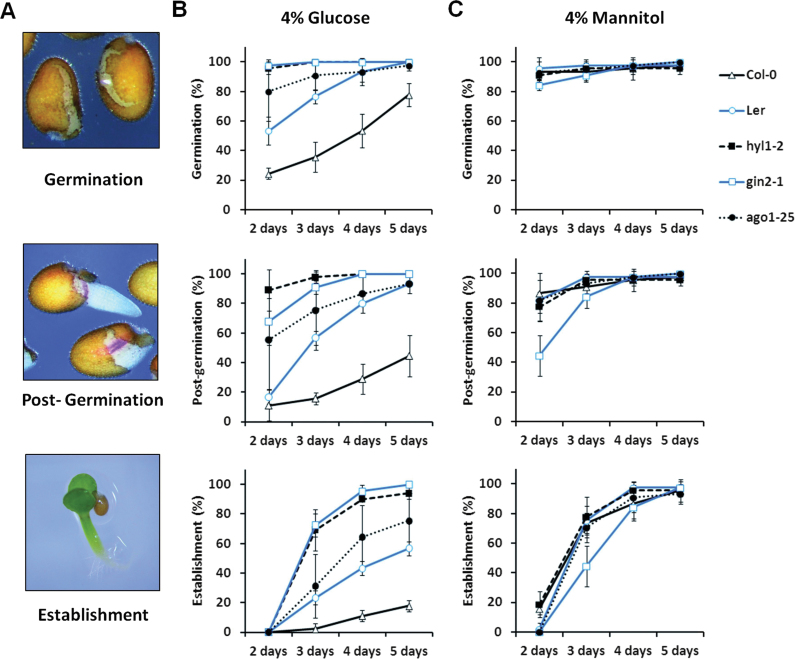
Glucose-induced delay of early seedling development is dependent upon miRNA machinery activity. (A) Developmental phases that were monitored; germination (testa rupture), post-germination (radicle emergence and elongation), and establishment (cotyledon expansion and greening). (B) Effects of 4% glucose on germination and development of miRNA-deficient mutants *ago1-25* and *hyl1-2* was less severe than for wild-type Col-0 and L*er* and was similar to the glucose-insensitive *gin2-1*. (C) Osmotic-control 4% mannitol could not reproduce the delay observed for glucose. In media not supplied with sugar, all seeds reached post-germination stage at 2 d and establishment within 3 d of light exposure (Supplementary Fig. S2A). In glucose-supplied media, growth arrest was not observed before seedling establishment stage was reached. Seeds of each genotype were sown in MS/2 plates supplied or not with the indicated sugar, kept for 2 d at 4 °C in the dark for stratification and transferred to continuous light (50 µmol m^–2^ s^–1^) at 24 °C. Germination, post-germination, and establishment were scored from 2–5 d of light exposure. Results presented are mean±SD of three independent experiments, each of which including 20 seeds (this figure is available in colour at *JXB* online).

A first set of experiments using a range of glucose concentrations between 0 and 6% revealed that from germination to seedling establishment, *hyl1-2* and *ago1-25* were significantly less sensitive to high concentrations of glucose than Col-0 wild-type seedlings. Their levels of sensitivity were comparable to the glucose-insensitive mutant *abi4-1* (Supplementary Fig. S1). No differences in the rate of development between the genotypes were observed for seedlings grown on control media or media supplied with 1% glucose (Supplementary Fig. S1). Nevertheless, after 14 d of light exposure in the presence of 4% glucose, all seedlings of all genotypes reached the establishment phase (cotyledon expansion and greening; data not shown). Similar results were obtained with different seed batches (data not shown).

From these initial data, it was deduced that 4% glucose is a suitable concentration to accurately evaluate the degree of glucose sensitivity of *hyl1-2* and *ago1-25* (Supplementary Fig. S1). Under this condition and after 2 d of light exposure, only 50% of L*er* and 20% of Col-0 seedlings germinated (Fig. 1B), while 80% of *ago1-25* and nearly all *hyl1-2* seeds germinated (Fig. 1B). This result indicates a significant lower sensitivity to 4% glucose of the two miRNA-deficient genotypes as compared to the wild type. Moreover, their level of glucose hyposensitivity was comparable to the one exhibited by *gin2-1* (Fig. 1B). The same differences in glucose sensitivity were essentially maintained among the different genotypes for both the post-germination and seedling establishment stages until after 5 d of light exposure (Fig. 1B). The glucose hyposensitivity of the mutants was not due to differential capacity to germinate since in the absence of glucose, early seedling development was indistinguishable between genotypes (Supplementary Fig. S2). In addition, 4% mannitol (i.e. the osmotic control) was unable to reproduce the effects of 4% glucose (Fig. 1C, Supplementary Fig. S2A), indicating that the glucose-mediated delay of seedling development is not due to osmotic stress. As a means to further support this set of results, glucose sensitivity of the relatively weak mutant allele, *dcl1-11*, was also evaluated. As expected, it was found to be hyposensitive to 4% glucose (Supplementary Figs S2B and S3). Together, these observations imply that a miRNA-related machinery is involved in glucose-induced development delay from germination to seedling establishment.

Since the effect of glucose can be mediated by the ABA signalling pathway during early seedling development (León and Sheen, 2003; Dekkers *et al*., 2008), it was important to verify whether seedling development in the miRNA-deficient mutants would also be hyposensitive to ABA (Supplementary Fig. S4). As a control, the *abi4-1* mutant was shown to be ABA hyposensitive (Supplementary Figs S2C and S4; Finkelstein, 1994). While *ago1-25* and *hyl1-2* were found to be more sensitive to ABA than the wild type from germination to establishment, hypersensitivity of *dcl1-11* was evident in the post-germination and establishment stages (Supplementary Figs S2C and S4), as previously described (Lu and Fedoroff, 2000; Kim *et al*., 2008; Zhang *et al*., 2008; Earley *et al*., 2010). The data suggest that the glucose hyposensitivity phenotype of *ago1-25*, *dcl1-11* and *hyl1-2* is at least partly independent on ABA-related signalling pathway.

### Expression of miRNA genes in response to glucose

To identify which miRNAs may be involved in the glucose-induced early seedling development delay, a platform established for quantification of 200 pri-miR transcripts by qRT-PCR was used (Pant *et al*., 2009). Although pri-miRs are not the biologically active molecules, their abundances often reflect the levels of the mature miRNA (Pant *et al*., 2009). While this approach allows for the verification of expression changes for a specific *MIRNA* locus, special assays are required to quantify the mature miRNAs. These assays, however, cannot always distinguish mature miRNA species of the same miRNA family due to their extensive sequence homology. The expression analysis was carried out with RNAs from Col-0, L*er*, and *gin2-1* seedlings grown for 3 d in light in media with or without 4% glucose or mannitol (osmotic control). A total of 38 pri-miRs belonging to 32 families were found to be differentially expressed in the presence of 4% glucose as compared to the control in Col-0. Of these, 33 showed the same response in L*er* accession (Fig. 2, Supplementary Table S2). Since the pri-miR platform was designed based on Col-0 background, primer mismatches may explain the differences observed between Col-0 and L*er* profiles. In addition, five of the 38 glucose-responsive miRNA precursors—pri-miR156d, pri-miR156f, pri-miR167d, pri-miR3932b, and pri-miR825—were found to require the glucose-sensing activity of HXK1, as revealed by the comparison between pri-miR accumulation in *gin2-1* and L*er* seedlings. pri-miR172, which is a downstream component of a regulatory cascade that involves miR156 (Martin *et al*., 2010; Nonogaki, 2010) was found to be upregulated, yet it did not pass the threshold to be considered significant. Quite noticeably, the mature miRNAs derived from several of the identified glucose-responsive pri-miRs are known to target mRNAs that participate directly or indirectly in different aspects of plant development (Table 1, Supplementary Table S2).

**Table 1.** Long-term 4% glucose-regulated pri-miRs related to development control

	Relative quantification by qRT-PCR					
pri-miRNA	4% Glucose	4% Mannitol	Development	Target gene family	Developmental process	Reference
pri-miR156d^†^	0.25±0.05^a^	0.76±0.10^b^	0.18±0.05	SPL	Embryo development/ vegetative leaves emergence	Wu *et al*. (2009); Nodine and Bartel (2010)
pri-miR156f^†^	0.11±0.11^a^	0.80±0.26^b^	nd			
pri-miR159b^†^	5.26±0.24^a^	2.14±0.09^b^	2.10±0.47^c^	MYB	Seedling growth and development/ABA response	Reyes and Chua (2007)
pri-miR166c^†^	0.27±0.02^a^	2.12±0.29^b^	0.08±0.03^c^	HD-ZIP III	Leaf flattening	Husbands *et al*. (2009)
pri-miR169a^†^	2.05±0.28^a^	1.18±0.26^b^	1.33±0.19^c^	NF-Y	Embryo development/ ABA response	Li *et al*. (2008); Yamamoto *et al*. (2009)
pri-miR390a^†^	4.00±0.92^a^	1.59±0.65^b^	2.52±0.24^c^	TAS3	Lateral root development/l eaf polarity	Marin *et al*. (2010)
pri-miR773	19.81±5.74^a^	3.87±1.33^b^	3.93±0.52^c^	MET2	Biotic stress response	Fahlgren *et al*. (2006); Li *et al*. (2010)
pri-miR775	21.76±3.54^a^	3.98±0.86^b^	9.80±1.84^c^	GT	Arabinogalactan- protein biosynthesis	TarBase: Vergoulis et al. (2012)
pri-miR823	18.98±1.71^a^	4.24±2.17^b^	5.24±1.14^c^	CMT3	Embryo development	TarBase: Vergoulis et al. (2012)
pri-miR828	8.44±1.19^a^	5.07±0.85^b^	2.04±0.51^c^	MYB	Nutrient availability control	Luo *et al*. (2012)

Relative quantification values for glucose and mannitol are from samples grown in media supplied with 4% of the respective sugar in comparison with the untreated control, all grown for 3 d in light; relative quantification values for development are from samples grown for 1 d in light compared with samples grown for 3 d in light, both under control conditions. All samples are Col-0; values are mean ± SD of at least three biological replicates. 

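The short-term responses marked in the table rest on sRNA read counts from 1 library each of untreated, 2% glucose-treated and 2% mannitol-treated Col-0 seedlings, treated for 4 h. A test on the reads of a pair of libraries therefore compares those libraries and not the treatments. Reads equal to a mature sequence over its whole length were counted, and log2 fold changes compare the shares of each library’s reads, with 0.5 reads added to each count. The sequence shared by miR156a to miR156f had 26982 reads in the untreated library, 23324 in the glucose library and 20961 in the mannitol library. Its log2 fold change in the glucose library was −0.12 against the untreated library (two-sided Fisher’s exact test, p = 2.7e-20) and 0.08 against the mannitol library (Fisher’s exact test, p = 4.4e-09), and the second value turned negative, −0.22, with TMM factors. miR159a had 28500, 24986 and 18355 reads in the untreated, glucose and mannitol libraries, with log2 fold changes of −0.10 (p = 3.0e-15) and 0.37 (p = 1.6e-156) by the same exact test. miR159b fell by 0.46 on the log2 scale against the untreated library (exact p = 1.2e-107) but hardly differed from the mannitol library (log2 fold change 0.02, exact p = 0.35). Other sequences of the miR156 and miR159 families had few reads in the untreated, glucose and mannitol libraries. miR156g had 17, 12 and 4 reads, miR156h had 0, 3 and 0, miR156j had 7, 9 and 0 and miR159c had 8, 3 and 5. The miR166 sequence rose from 603654 reads in the untreated library to 660900 in the glucose library, a log2 fold change of 0.22 (95% counting interval 0.22 to 0.23), while the mannitol library had 674340 reads, above the glucose library (log2 fold change −0.10). The size of this rise, 1.17-fold, depended on the denominator. It was 1.01-fold with the reads of all 155 sequences of Supplementary Table S3, most of which are miR166, and 1.23-fold with reads of the same length. The miR390 sequence had 788, 958 and 612 reads, with log2 fold changes of 0.37 against the untreated library (exact p = 6.9e-08) and 0.57 against the mannitol library (exact p = 9.2e-15). Few reads were equal to a whole miR169 sequence. miR169a had 22, 16 and 15 reads, miR169b/c had 5, 0 and 3 reads, miR169d to miR169g had 1, 0 and 0 reads, and miR169h to miR169n had 29, 29 and 13 reads. Among these, only miR169b/c differed between the glucose and untreated libraries by Kal’s Z-test (p = 0.030), though not by the exact test (p = 0.063), and it did not differ between the glucose and mannitol libraries (Kal’s Z-test, p = 0.076). The sequence of miR169h to miR169n was more abundant in the glucose than in the mannitol library (log2 fold change 1.05, 95% counting interval 0.12 to 1.98). With reads of 1 or 2 nt more or less at the 3′ end counted, however, miR169b/c had 527, 175 and 354 reads, fewest in the glucose library. The added nt could be any base here. With only end variants equal to the precursor counted, at either end, it had 79, 14 and 31 reads. Among the families without the mark, miR773 had 3, 0 and 2 reads, miR823 had 15, 18 and 18 reads and miR828 had 2, 0 and 0 reads. miR775, with 139, 127 and 53 reads, did not differ between the glucose and untreated libraries (log2 fold change −0.04, exact p = 0.85) but was more abundant in the glucose than in the mannitol library (log2 fold change 1.18, exact p = 1.9e-07). With the same 3′ end variants counted, miR773 had 631, 719 and 523 reads, most in the glucose library, and miR775 had 185, 214 and 65 reads, its log2 fold change against the untreated library turning to 0.30 (exact p = 0.040), whereas the reads of miR823 and miR828 hardly changed.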

Target gene families are based on the indicated published results or according to TarBase database (Vergoulis *et al.*, 2012). ^†^Pri-miRs that had the correspondent miRNA/miRNA family sequence identified as responsive to short-term (i.e. 4h) 2% glucose, based on deep sequencing analysis (Supplementary Table S3); ^a–c^Changes in transcript accumulation were considered significant for differences with fold-change ≥|1.5| and according to Student’s t-test (*P* < 0.05): ^a^glucose-treated vs. untreated; ^b^mannitol-treated vs. glucose-treated; ^c^development vs. glucose-treated samples; nd, not detected.

**Fig. 2.**
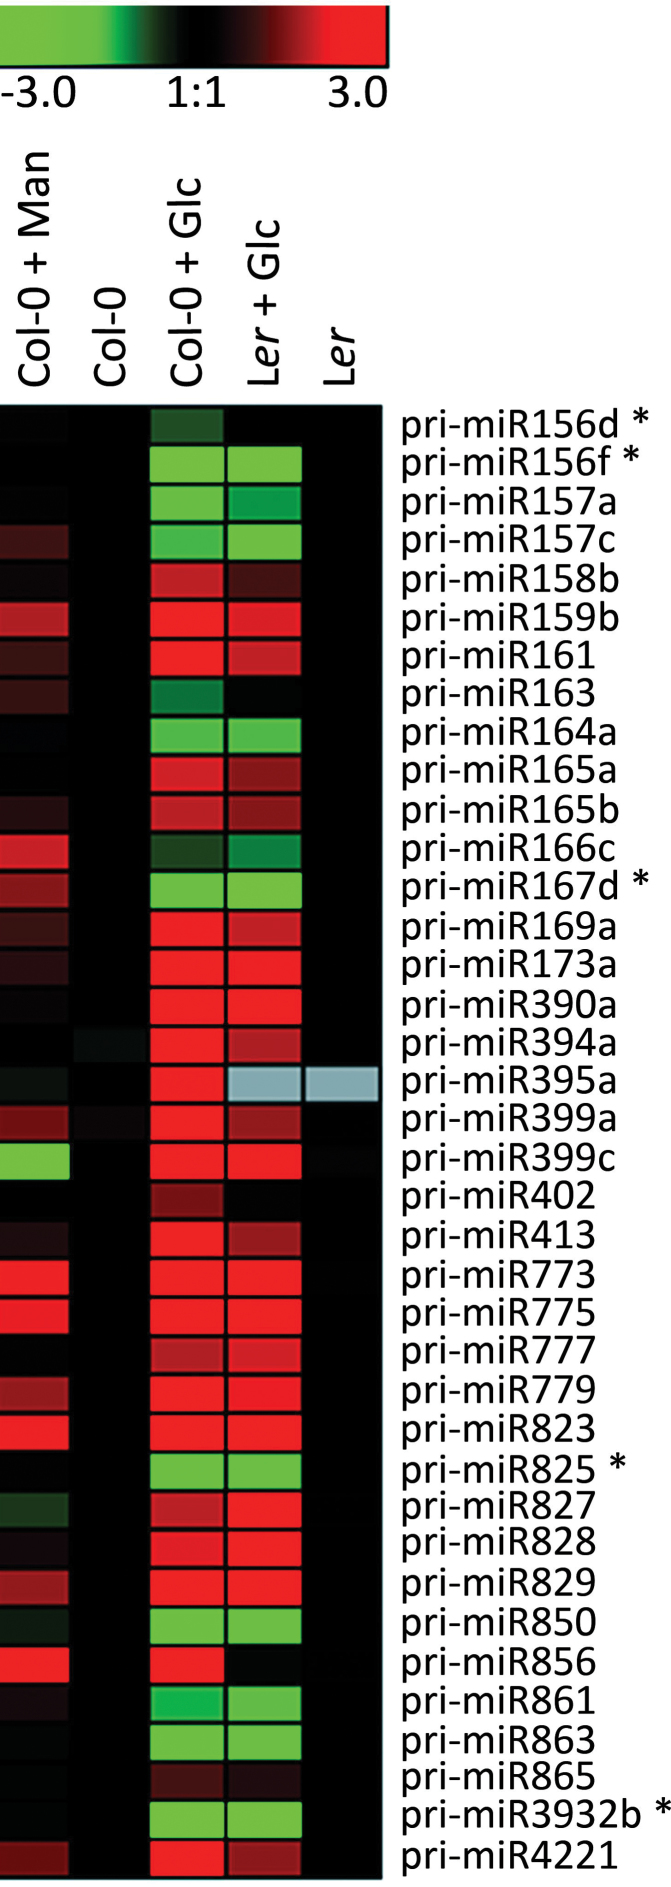
pri-miR levels in Col-0 and L*er* seedlings after 3 d of light exposure grown in control media, 4% glucose (Glc) media, and 4% mannitol (Man) media. Potential HXK1-sensing dependent pri-miRs are marked with an asterisk. Seed dormancy was previously broken by imbibition for 2 d at 4° C in the dark. This set of glucose-responsive pri-miRs (column 3) presented at least 1.5-fold expression difference to non-treated control samples (column 2), at least 2-fold difference to mannitol-treated samples (column 1), and were considered to be significantly different according to Student’s t-test (*P* < 0.05). The colours represent the log_2_ values of the relative quantification between (Col-0 vs. Col-0 + treatment) and (L*er* vs. L*er* + treatment); green indicates repression, red indicates induction. Mannitol-treated L*er* is not shown.

The differential expression induced by glucose was confirmed by qRT-PCR for 10 of the 12 development-related pri-miRs that were evaluated (83%; Table 1), essentially validating the high-throughput pri-miR quantification data. Since 4% glucose delays seedling development, it was also necessary to distinguish true glucose effect from developmental cues that may influence pri-miR expression. To this end, the expression of the 10 validated pri-miRs was compared between wild-type seedlings grown in control conditions for 1 d in light, which corresponds to the developmental stage reached by seedlings grown for 3 d in light in presence of 4% glucose (~30% germination; Fig. 1), and seedlings grown for 3 d in light in media not supplied with glucose, which stands for the control conditions used for the pri-miR profiling (100% germination; Fig. 2, Supplementary Table S2). All pri-miRs tested except pri-miR156d showed significant differences between glucose- and development-promoted changes (Table 1). Thus, for these nine pri-miR, developmental signals may contribute to no more than half of the expression changes observed in 4% glucose-grown seedlings (Table 1). pri-miR156f could not be detected in seedlings grown for 1 d in light, indicating a very low expression level, while 4% glucose repressed its expression by 9-fold (Table 1).

To further support genuine glucose-mediated responses, changes of pri-miR expression promoted by short-term 4% glucose treatments were evaluated in Col-0. pri-miR expression alterations resulting from treatment with 4% glucose applied for 4h on seedlings grown for 3 d in light (Supplementary Fig. S5) followed the same expression trends as those observed for seedlings grown for 3 d in light in 4% glucose media (Table 1). The only exception was pri-miR169a (Supplementary Fig. S5), which presented an opposite response that may reflect an alternative regulation pattern between short- and long-term responses. These data, therefore, essentially corroborate the notion of true glucose-promoted responses. The same tendency of glucose-promoted responses between short- and long-term treatments was also observed for the target genes (data not shown).

The subset of nine pri-miRs whose expression was specifically affected by 4% glucose and could not be attributed to developmental cues (Table 1) was used to evaluate the assumption that pri-miR accumulation may reflect the levels of the corresponding biologically active mature miRNA (Pant *et al*., 2009). The mature miRNA of the families corresponding to the validated pri-miRs were quantified in Col-0, *ago1-25* and *hyl1-2* seedlings grown for 3 d in light in the presence and absence of 4% glucose. This analysis revealed that the pattern of mature miRNA accumulation follows the trend of pri-miR expression changes in response to glucose (Fig. 3, Supplementary Fig. S6). However, an opposite pattern was observed for pri-miR169a/miR169, which may explain the increase of the *NF-YA5* target transcript in response to glucose, indicating that glucose may also have effects on miRNA maturation (Supplementary Fig. S6B). As expected, a clear dependence on HYL1 activity was seen for the production of all miRNAs evaluated. AGO1 also appeared to be required for proper accumulation of miR156, miR159, miR166, miR169, miR773, miR775, and miR823 (Fig. 3, Supplementary Fig. S6), which is in agreement with previous reports (Vaucheret *et al*., 2004; Tang *et al*., 2012). These data suggest that pri-miR level indeed reflect the abundance of the corresponding miRNA and that glucose can influence the pool of miRNA species.

**Fig. 3.**
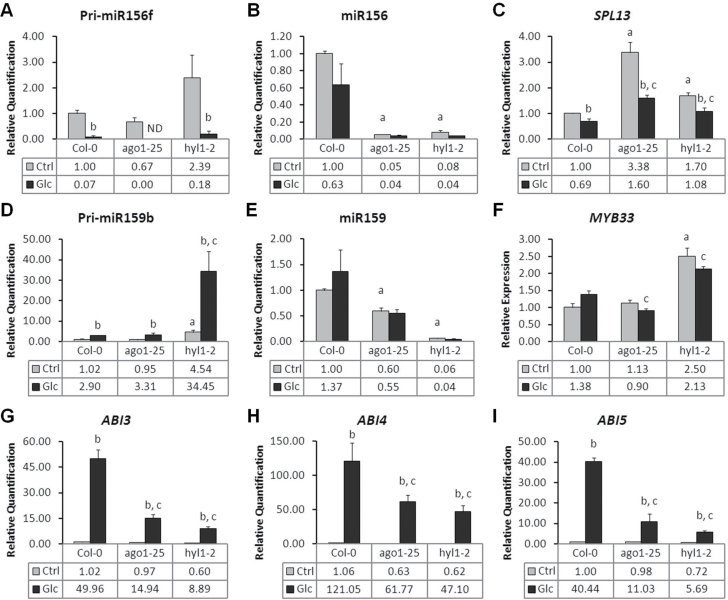
Expression of (A) pri-miR156f, (B) miR156, (C) *SPL13*, (D) pri-miR159b, (E) miR159, (F) *MYB33*, (G) *ABI3*, (H) *ABI4*, and (I) *ABI5* in Col-0, *ago1-25* and *hyl1-2* seedlings grown in 4% glucose or control media after 3 d of light exposure. All expression values are in comparison to untreated Col-0. Values are mean±SD of three biological replicates. Below each graph, the relative transcript abundance is given. Changes in transcript accumulation were considered significant for differences with fold-change ≥|1.5| and according to Student’s t-test (*P* < 0.05) for the following comparisons: a, untreated *ago1-25* or *hyl1-2* vs. untreated Col-0; b, glucose-treated vs. untreated samples (same genotype); c, glucose-treated mutant vs. glucose-treated Col-0. nd, not detected.

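For the analysis of short-term responses, sRNA libraries were made from whole Col-0 seedlings grown in liquid MS/2 medium and then treated for 4 h with 2% glucose, with 2% mannitol as osmotic control, or left untreated. The authors deposited, for each library, the count of reads of every distinct sequence, without normalization. One library was sequenced per treatment, so no difference between treatments has a replicate check, and all intervals cover counting error only. The untreated library held 6650032 reads of 493902 distinct sequences, the glucose library 6241667 reads of 454335 sequences and the mannitol library 5930927 reads of 512582 sequences. All reads were 17 to 25 nt long. Matched without mismatches to the TAIR10.1 genome, 93.8% of the untreated, 94.0% of the glucose and 93.7% of the mannitol reads had at least 1 site. Fragments of chloroplast rRNA made up 37.1% of the reads in the untreated library (95% Wilson interval 37.0 to 37.1%), 33.3% in the glucose library (33.2 to 33.3%) and 33.9% in the mannitol library (33.9 to 33.9%). A single 23-nt chloroplast rRNA fragment, CTAACAGACCGGTAGACTTGAAC, was the most abundant sequence of every library, with 12.6, 11.2 and 14.1% of the untreated, glucose and mannitol reads. Reads within annotated miRNA precursors made up 17.3, 19.9 and 20.2%. The most frequent length was 21 nt, with 23.5% of the reads in the untreated library (95% Wilson interval 23.5 to 23.5%), 25.2% in the glucose library (25.2 to 25.3%) and 24.4% in the mannitol library (24.3 to 24.4%). The 24-nt class held 8.14% of the untreated, 6.59% of the glucose and 11.3% of the mannitol reads, and the 17-nt class held 6.07, 7.34 and 1.85%. These differences exceed the counting error, but whether they exceed the spread between replicate libraries is unknown. Counted over distinct sequences in place of reads, 24 nt was the most frequent length, with 38.5, 31.5 and 45.5%.

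**Figure D1:**
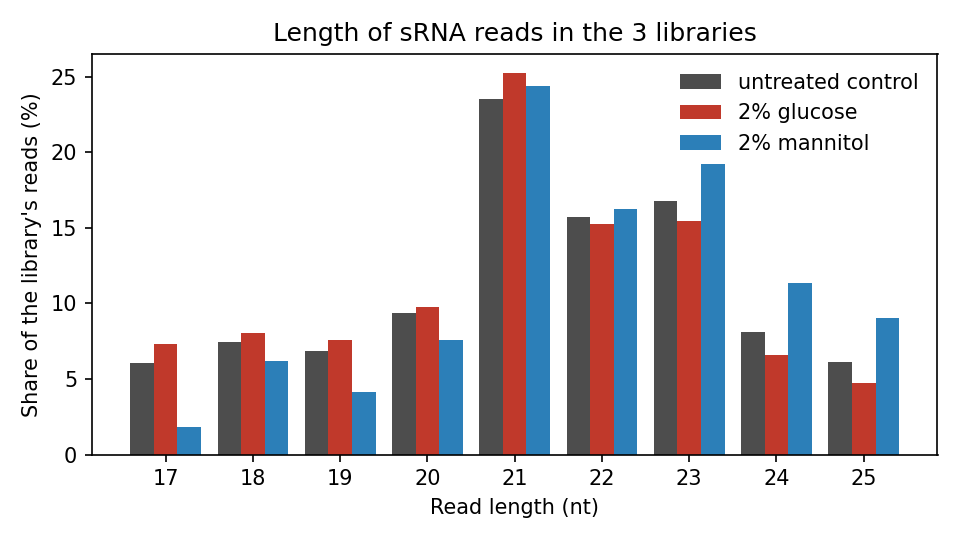
Share of each library’s reads (%) by read length (nt) in the untreated control, 2% glucose and 2% mannitol libraries, 1 library per bar colour. The mannitol library has the lowest bar at 17 nt (1.85%) and the highest at 24 nt (11.3%).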

Finally, glucose-promoted changes in miRNA accumulation were evaluated during a short-term (i.e. 4h) treatment with a reduced sugar concentration (i.e. 2%), which is known not to induce ABA accumulation (Matiolli *et al*., 2011). 

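Of the 155 mature sequences listed in Supplementary Table S3, 131 had at least 1 read equal to the whole sequence in at least 1 library, and 77 had at least 10 reads over the 3 libraries. Reads were found for 113 of the sequences in the untreated library, for 111 in the glucose library and for 102 in the mannitol library. Together they made up 14.8% of the untreated, 17.1% of the glucose and 17.3% of the mannitol reads, and the miR166 sequence alone took 61.3, 62.1 and 65.8% of them. The share of each sequence in all reads of a library was compared by Kal’s Z-test at the unadjusted limit of 0.05. The glucose library differed from the untreated library in 27 sequences and from the mannitol library in 40, and 20 sequences differed in both comparisons. Of these 20 sequences, 13 were more and 7 less abundant in the glucose than in the untreated library, but other denominators reversed this majority among the sequences they called altered, with 9 more and 11 less abundant for the reads of the 155 sequences, 9 and 12 on the scale of the paper’s normalized reads, and 10 and 11 for the reads of the 155 sequences without miR165 and miR166. The majority stayed with TMM factors (12 and 9), with the reads outside chloroplast rRNA (11 and 8) and with the reads of the same length (14 and 8). Their absolute log2 fold changes against the untreated library ranged from 0.09 to 1.13, with a median of 0.36, and 5 of them changed by at least 1.5-fold. The alternative that moved this count most was edgeR’s exact test with an assumed coefficient of variation of 0.2 between replicates, which left 1 sequence. With Benjamini-Hochberg adjustment over the 155 sequences, 17 remained. In Supplementary Table S3, 29 sequences have both of the paper’s p-values under the same limit, and 18 of the 20 sequences are among them.

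**Figure D2:**
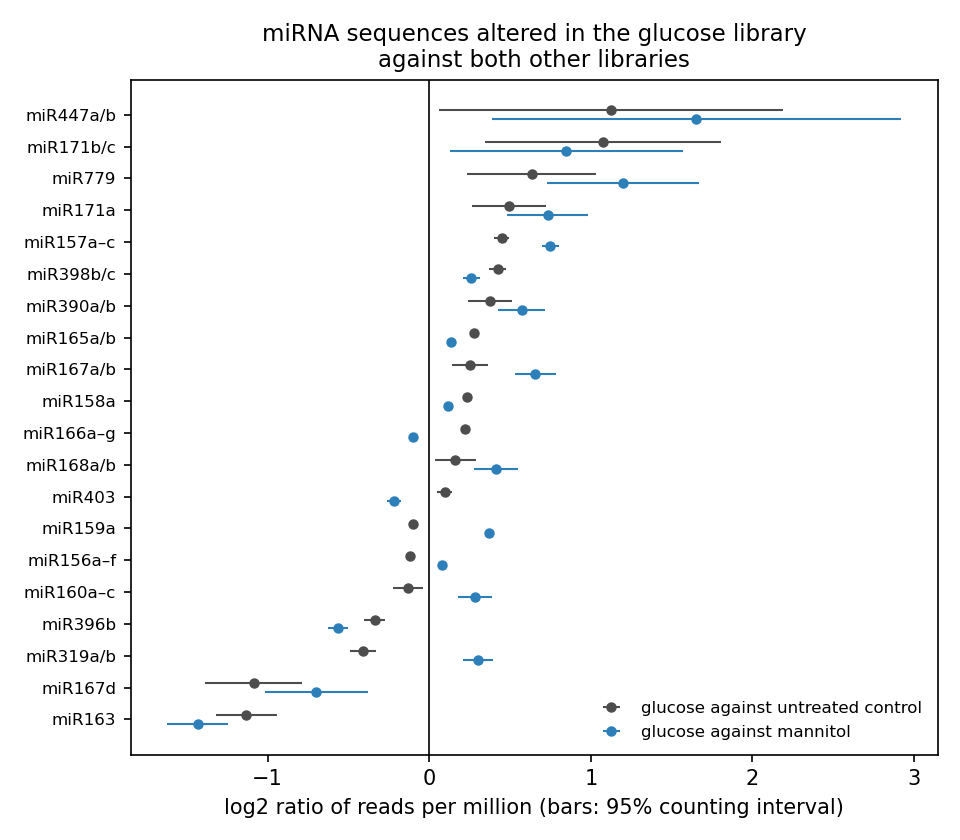
log2 ratio of the share of reads in the glucose library against the untreated control library and against the mannitol library, for the 20 mature miRNA sequences that differed in both comparisons. Points are single libraries compared and bars are 95% counting intervals. miR163 and miR167d lie farthest below 0 against the untreated library, and 6 sequences lie on opposite sides of 0 in the 2 comparisons.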

Based on deep sequencing of *Arabidopsis* Col-0 sRNAs, 29 known unique miRNA sequences out of 155 detected in seedlings grown in liquid MS/2 media for 6 d in light were found to be altered by the short-term treatment with 2% glucose (Supplementary Table 3; Table 1). This result further supports the notion that miRNA accumulation can be regulated by glucose. 

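Among the 20 sequences altered in both comparisons, 11 were more abundant in the glucose library than in both other libraries, 3 were less abundant than in both, and 6 lay between the untreated and the mannitol library. The untreated and mannitol libraries, neither of which came from glucose-treated seedlings, differed from each other in 40 of the 155 sequences by Kal’s Z-test, including 17 of the 20. The largest fall was that of miR163, encoded on chromosome 1 of TAIR10.1 (24884359 to 24884382), from 738 reads in the untreated to 316 in the glucose library, a log2 fold change of −1.13 (95% counting interval −1.32 to −0.94; two-sided Fisher’s exact test, p = 5.2e-34). The mannitol library had 811 reads of it, so that the log2 fold change against mannitol was −1.43 (Fisher’s exact test, p = 2.1e-56). miR167d, also on chromosome 1 (11137556 to 11137577), fell from 288 to 127 reads (log2 fold change −1.09, exact p = 2.1e-13) against 196 in the mannitol library. miR396b decreased from 4758 to 3533 reads (log2 fold change −0.34, exact p = 3.1e-26), with 4957 in the mannitol library. The remaining sequences among the 5 largest falls were less abundant than in the untreated but more abundant than in the mannitol library. The miR319a/b sequence had log2 fold changes of −0.41 and 0.30, and the sequence shared by miR160a to miR160c had −0.13 and 0.28, the last value turning to −0.014 with TMM factors. The largest rise with at least 50 reads was that of miR171b/c, from 22 to 44 reads (log2 fold change 1.08, exact p = 0.0030), with 23 reads in the mannitol library. With 3′ end variants counted, whose added nt could be any base, this rise was only from 89 to 90 reads (log2 fold change 0.11, exact p = 0.65). With only the 5′ and 3′ end variants equal to the precursor, chosen after seeing the data, it was from 29 to 54 reads, with 28 in the mannitol library. miR779 rose from 85 to 124 reads (log2 fold change 0.63, exact p = 0.0018) and miR171a from 265 to 350 (log2 fold change 0.49, exact p = 2.6e-05). The sequence shared by miR157a to miR157c rose from 6223 to 7972 reads (log2 fold change 0.45, exact p = 3.0e-76) and miR398b/c from 5036 to 6336 (log2 fold change 0.42, exact p = 9.9e-55). Against the mannitol library, miR171b/c, miR171a, miR157a to miR157c and miR398b/c had log2 fold changes of 0.85, 0.73, 0.75 and 0.26, the last of which became −0.038 with TMM factors, and miR779 had 51 reads in the mannitol library. The paper takes the altered sequences as further evidence for the notion that glucose can regulate miRNA accumulation.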

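For the comparison with the long-term treatment, the 20 sequences altered in the glucose library against both other libraries were matched by family number to the 38 pri-miRs of Fig. 2, and the direction of the family’s altered sequence with the most reads was set against the colour of the pri-miR in Col-0. The 2 sets shared 10 families. The direction was the same for 6 of them. miR156 and miR163 were lower in the glucose than in the untreated library and their pri-miRs are repressed in Fig. 2, while miR158, miR165, miR390 and miR779 were higher and their pri-miRs are induced. The direction was opposite for the other 4 families, with miR157, miR166 and miR167 higher where the pri-miR is repressed and miR159 lower where it is induced. The altered miR159 sequence was miR159a, however, whereas the induced pri-miR is pri-miR159b. miR159b itself also fell against the untreated library (log2 fold change −0.46) but hardly differed from the mannitol library (0.02), so it was not called altered. In the untreated, glucose and mannitol libraries, miR158a had 101886, 112655 and 98767 reads. Its log2 fold change against the untreated library was 0.24 (95% counting interval 0.22 to 0.25), and against the mannitol library it was 0.12, or −0.18 with TMM factors. The induced pri-miR of this family is pri-miR158b, however, and miR158b itself had 99, 99 and 101 reads. The log2 fold change of miR158b against the untreated library was 0.09 (95% counting interval −0.31 to 0.49). Supplementary Table S3 differs here, giving miR158b 895.9, 992.3 and 750 normalized reads and both p-values under 0.05. The miR165a/b sequence had 169417, 192311 and 166473 reads and log2 fold changes of 0.27 and 0.13, the latter turning to −0.16 with TMM factors. Against the untreated library, miR158a, miR165a/b and miR166 rose 1.18-fold, 1.21-fold and 1.17-fold. With the reads of the 155 sequences as the denominator, these rises shrank to 1.02-fold, 1.05-fold and 1.01-fold. With TMM factors they were 1.22-fold, 1.25-fold and 1.21-fold. The miR167 family held altered sequences of both directions. The miR167a/b sequence rose from 1165 to 1302 reads (log2 fold change 0.25; two-sided Fisher’s exact test, p = 1.6e-05), with 785 in the mannitol library, whereas miR167d fell, as does pri-miR167d in Fig. 2. Apart from the families named, no altered family has a pri-miR in Fig. 2. With reads that carry 1 or 2 nt more or less at the 3′ end counted as well, the shared set grew to 15 families, 8 with the same and 7 with the opposite direction.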

A comparison of these short-term, glucose-mediated miRNA profile alterations with the pri-miR/miRNA changes detected in seedlings grown for 3 d in light in the presence of 4% glucose (i.e., long-term treatment; Fig. 2, Supplementary Table S2) revealed a common set of 12 miRNAs, six of them showing similar responses to glucose, while the other six exhibited opposite responses (Supplementary Table 3; Table 1). Such differences may be due to differences in developmental stages or glucose concentration between the experiments, but also suggest that short- and long-term glucose-mediated regulation on miRNA expression can be different.

### mRNA misregulation resulting from miRNA-pathway deficiency may be associated with glucose hyposensitivity of *ago1-25*, *dcl1-11*, and *hyl1-2* from germination to seedling establishment

In an attempt to get insights into how miRNA-related regulatory pathways may mediate sensitivity to glucose during early seedling development, the set of nine validated glucose-responsive pri-miRs (Table 1), whose mature forms are known to be involved in developmental cues (miR156, miR159, miR166, miR169, miR390, miR823), biotic stress response (miR773), adaptation to mineral nutrient availability (miR828), and arabinogalactan-protein biosynthesis (miR775), were analysed in more detail. The analysis consisted of evaluating the long-term glucose-mediated expression changes of these nine selected *MIRNA* genes together with their respective target genes in the Col-0, *ago1-25*, and *hyl1-2* mutant backgrounds.

Deficiencies in HYL1 or AGO1 were shown to differently affect the accumulation of the nine selected pri-miRs (Fig. 3, Supplementary Fig. S6). Since HYL1 is required for pri-miR processing (Szarzynska *et al*., 2009; Voinnet, 2009), higher accumulation of pri-miRs in *hyl1-2* would be expected. All but one (pri-miR166c) of the nine pri-miRs tested were found to be more abundant (pri-miR156f, pri-miR159b, pri-miR169a, pri-miR390a, pri-miR773) or present at equal levels (pri-miR775, pri-miR823, pri-miR828) in *hyl1-2* as compared to the wild type, in the absence and presence of glucose (Fig. 3, Supplementary Fig. S6). pri-miR166c was found to be significantly reduced in *hyl1-2*, indicating the existence of an alternative role for HYL1 or a feedback regulation affecting pri-miR166c expression (Supplementary Fig. S6).

In untreated *ago1-25* plants, the accumulation of most (seven out of nine) of the pri-miRs was not affected when compared to the wild type, a result that was expected since AGO1 is assumed not to be directly involved in miRNA biogenesis (Fig. 3, Supplementary Fig. S6). However, pri-miR169a and pri-miR773 levels were reduced in *ago1-25*, possibly reflecting an indirect effect, such as feedback regulation (Supplementary Fig. S6). Most glucose-induced pri-miR accumulation in *ago1-25* appears to be attenuated in comparison with Col-0. In contrast, both the pri-miRs that are repressed by glucose, pri-miR156f and pri-miR166c, responded more strongly in *ago1-25* in comparison to Col-0 (Fig. 3, Supplementary Fig. S6). The reasons for these opposite responses are unclear, but could possibly derive from altered gene expression programmes due to AGO1 deficiency (Tang *et al*., 2012).

An inverse correlation between changes in pri-miR levels and the accumulation of the respective target mRNA in response to glucose in the wild type was observed for pri-miR166c/*PHV*, pri-miR390/*TAS3*, pri-miR775/*At1g53290*, and pri-miR773/*MET2* (Supplementary Fig. S6). For the remaining five pri-miRs and their targets (pri-miR828/*TAS4*, pri-miR823/*CMT3*, pri-miR169a/*NF-YA5*, pri-miR156f/*SPL13*, and pri-miR159/*MYB33*), the glucose-induced modulation of pri-miR levels was correlated with parallel changes of their targets (Fig. 3, Supplementary Fig. S6). Overall, the wild-type pattern of target mRNA accumulation in control conditions and/or in response to glucose was found to be qualitatively similar in the *ago1-25* and *hyl1-2* mutants (Fig. 3, Supplementary Fig. S6). For *PAP1* mRNA accumulation, which is target of *TAS4*-derived *trans*-acting small interfering RNA (ta-siRNA) as part of a feedback regulatory loop (Luo *et al*., 2012), quantitative differences were observed in both mutants. Accumulation of mRNA was also deregulated in comparison to the wild type for *TAS4* and *MYB33* in *hyl1-2* and for *NF-YA5* and *SPL13* in *ago1-25* (Fig. 3, Supplementary Fig. S6). Additionally, the mRNA level of the transcriptional factor *SPL13*, whose accumulation was reported to lead to a delay in the emergence of vegetative leaves (Martin *et al*., 2010; Nonogaki, 2010), was found to be significantly higher in both *ago1-25* and *hyl1-2* as compared to Col-0 (Fig. 3C).

Short-term responses promoted by 4% glucose on pri-miR expression in Col-0 were found to be basically the same as long-term responses (Fig. 3, Supplementary Figs S5 and S6). The same trend was also found for *ago1-25* and *hyl1-2* (Fig. 3, Supplementary Figs S5 and S6). In addition, most responses to glucose in *dcl1-11* follow the responses observed in *hyl1-2* (Supplementary Fig. S5). However, in control conditions, six pri-miRs (pri-miR159b, pri-miR166c, pri-miR169a, pri-miR775, pri-miR823 and pri-miR828) were present at lower levels in *dcl1-11* than in Col-0 (Supplementary Fig. S5). It is unclear however what causes the reduction of these pri-miR levels in *dcl1-11*, but could be related to this specific *dcl1* allele.

How these observed quantitative differences in mRNA levels of these miRNA target genes in the miRNA-deficient mutants are involved in their glucose hyposensitive phenotype remains elusive. A potential candidate to explain the glucose hyposensitive phenotype of *ago1-25* is the transcription factor gene *MYB33* which is regulated by miR159b and mediates ABA-induced inhibition of seedling development (Reyes and Chua, 2007). The lower level of *MYB33* mRNA in *ago1-25* after long-term treatment with 4% glucose compared with the wild type may partly explain the attenuated development delay of the mutant in such conditions (Fig. 3F). However, the higher amount of *MYB33* mRNA in response to glucose in *hyl1-2* in comparison with the wild type would be expected to result in glucose-promoted development delay, which is the opposite of the observed glucose hyposensitive phenotype of *hyl1-2* (Fig. 3F). MYB33 is part of an ABA-related network which involves ABI3 and ABI5 and retards seedling development under abiotic stress conditions (Reyes and Chua, 2007). Mutants for ABI3, ABI4, and ABI5 have been described as *gin* mutants (reviewed in Gibson, 2005), so it was important to evaluate the glucose-induced modulation of the expression of these three genes in the miRNA-pathway mutants. *ABI3*, *ABI4*, and *ABI5* expression were found to be strongly induced by 4% glucose during long-term treatment in Col-0 seedlings grown for 3 d in light (Fig. 3G–I) but not by mannitol, discounting the possibility of an osmotic effect (Supplementary Fig. S7A). Moreover, the fold-change observed for *ABI3*, *ABI4*, and *ABI5* in 4% glucose-grown seedlings could only partially be attributed to developmental signals, as significantly different responses were observed between seedlings 1 and 3 d after light exposure (Supplementary Fig. S7B). This glucose-specific effect was significantly attenuated in the *ago1-25* and *hyl1-2* mutants (Fig. 3G–I). This result suggests that while *ABI3*, *ABI4*, and *ABI5* are not known to be direct miRNA targets, it is possible that the lower levels of the mRNAs of these three ABA signalling elements are, at least partly, responsible for the glucose hyposensitive phenotype of miRNA-pathway mutants. The observed lower accumulation of *ABI3*, *ABI4*, and *ABI5* mRNAs in *ago1-25* and *hyl1-2* could be explained by an unknown upstream transcriptional activator that is target of a glucose-dependent miRNA.

## Discussion

Developmental processes and responses to environmental changes may rely on fast and fine adjustments of mRNA or protein profiles, which can be partially achieved through miRNA-mediated control of mRNA decay and/or translation (Voinnet, 2009; Floris *et al*., 2009). Additionally, miRNAs in plants have been proposed to control developmental transitions by preventing premature mRNA expression (Nodine and Bartel, 2010). Thus, the regulation of *MIRNA* gene expression is crucial for proper growth and development. The modulation of the expression of up to 38 pri-miR genes by long-term treatment with glucose shown in this study, mainly via an HXK1-sensing independent pathway, reveals a new aspect of how sugar signalling could impact on seedling growth, development, and physiology through miRNA-related regulatory schemes (Fig. 2, Supplementary Table S2). This notion is in agreement with previous reports (Yang *et al*., 2013) and was further supported by the observation that the pattern of glucose-mediated regulation of seven among eight tested pri-miRs reflects the profile of the corresponding mature miRNAs (Fig. 3, Supplementary Fig. S6). Only one case of inverse correlation was observed for pri-miR169a/miR169 (Supplementary Fig. S6), which might reflect antagonist transcriptional and post-transcriptional control (Ramachandran and Chen, 2008; Viswanathan *et al*., 2008; Ren *et al*., 2012; Manavella *et al*., 2012).

In wild-type seedlings, the consequences of pri-miR regulation by glucose on the accumulation of their target mRNA was not found to be fully predictable based solely on the activity of miRNA-mediated mRNA degradation. Among nine target mRNAs that were analysed in more detail, four showed an inverse correlation between the levels of glucose-promoted changes of pri-miR levels and of the mRNA in the wild type (Fig. 3, Supplementary Fig. S6). The trend observed for the remaining five target mRNAs was to follow the expression pattern of the pri-miR (Fig. 3, Supplementary Fig. S6). Such a finding could reflect control of miRNA activity, which seems to occur despite its accumulation and may be related to the developmental stage (Alonso-Peral *et al*., 2012). Feedforward (Vidal *et al*., 2010), dampening regulatory mechanisms or differential tissue-specific expression patterns of the miRNA and its target (Voinnet, 2009) are other possible explanations. For example, miR390 and *TAS3* are part of a ta-siRNA regulatory loop and are known to be specifically expressed at sites of lateral root initiation (Marin *et al*., 2010), implying that changes in *ARF3* levels promoted by *TAS3*-derived ta-siRNA may only be detectable locally (Supplementary Fig. S6C).

In comparison to the wild type, *ago1-25* and *hyl1-2* mutants had variable consequences on target mRNA accumulation in both control and 4% glucose conditions (Fig. 3, Supplementary Fig. S6). Although target mRNA would be expected to accumulate to higher levels in miRNA mutants, it was found to be true only for a limited set of targets in *ago1-25* and/or *hyl1-2* either in control conditions and/or in response to glucose, (*NF-YA5*, *TAS3*, *At1g53290*, *MYB33*, and *SPL13*; Fig. 3, Supplementary Fig. S6). The absence of systematic increase of target mRNA levels in these mutants may be due to different reasons, including the strength of the mutation, which is leaky in the case of *ago1-25*, and redundancy, which has been reported for AGO proteins (Mi *et al*., 2008) and HYL1 (Vazquez *et al*., 2004; Szarzynska *et al*., 2009).

The few differences in target gene mRNA levels that were observed in *ago1-25* and *hyl1-2* as compared to the wild type did not provide a clear-cut reason for the glucose hyposensitive phenotype of these mutants. For instance, *MYB33* may partly be involved in the *ago1-25* glucose hyposensitive phenotype but cannot be responsible for the reduced sensitivity to glucose in *hyl1-2* (Fig. 3F). It is, however, possible that rather than a single causal change it is the combination of small or subtle alterations that underlies the glucose hyposensitive phenotype of the miRNA-deficient mutants. For instance, *dcl1* embryo patterning defects cannot be phenocopied solely by miR156-resistant *SPL10* and *SPL11* transgenes, despite their great derepression in *dcl1* (Nodine and Bartel, 2010). In addition, besides their activity in target mRNA cleavage, translational inhibition mediated by miRNA may also have an important functional role (Brodersen *et al*., 2008; Yang *et al*., 2012). Alternatively, since ABI3, ABI4, and ABI5 are known to modulate sensitivity of seedling development to glucose (Arenas-Huertero *et al*., 2000; Cheng *et al*., 2002; Arroyo *et al*., 2003; Dekkers *et al*., 2008), the weaker accumulation of *ABI3*, *ABI4*, and *ABI5* mRNA in response to long-term treatment with glucose in *ago1-25* and *hyl1-2* mutants could also be directly involved in the glucose hyposensitive phenotype of these mutants during this developmental window (Fig. 3G–I). How the glucose-mediated regulation of these ABA signalling elements is altered in the miRNA-deficient mutants is unknown but is likely to be indirectly related to inappropriate expression of developmental programmes.

To conclude, the regulation of miRNA expression by glucose supports the notion that control of mRNA decay and/or translation represents another mechanistic aspect involved in tuning the glucose regulatory network. A key issue now is to identify the gene expression programmes related to glucose-promoted developmental responses.

## Supplementary material

Supplementary data are available at *JXB* online.

Supplementary Table S1. Primer sequences.

Supplementary Table S2. Glucose-regulated pri-miRs and corresponding miRNA targets.

Supplementary Table S3. Known miRNAs present in control and short-term 2% glucose-treated seedlings.

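Supplementary Table S3 gives, for 155 mature miRNA sequences, the normalized reads in the untreated, 2% glucose and 2% mannitol libraries, the fold change of glucose against the untreated control and p-values for glucose against either other library. Within each library nearly all normalized reads are close to multiples of a single step. This step was estimated as 1.07 for the untreated, 0.999 for the glucose and 1.00 for the mannitol library. Divided by that step, 98.7, 98.7 and 100% of the values lie at or near whole numbers of reads. These whole numbers sum to 1115898, 1197267 and 1167171 reads, while the reads equal to the 155 sequences over their whole length sum to 984534, 1064246 and 1024090. Counting also the reads equal to the precursor with up to 2 nt added or missing at either end, a rule chosen after the values had been seen, gave 1115941, 1197297 and 1167196 reads. Under this rule the number of reads was the same as in the table for 130 of the 155 sequences in the untreated library, for 132 in the glucose library and for 129 in the mannitol library.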

Supplementary Fig. S1. Effects of different concentrations of glucose on early seedling development of wild-type Col-0, miRNA-deficient mutants *ago1-25* and *hyl1-2*, and glucose-insensitive mutant *abi4-1/gin6*.

Supplementary Fig. S2. Statistical analyses of germination and development efficiencies.

Supplementary Fig. S3. Effects of glucose on early seedling development of Col-0, L*er*, *hyl1-2*, *gin2-1*, and *dcl1-11*.

Supplementary Fig. S4. Effects of ABA on early seedling development of Col-0, *aba2-1*, *abi4-1*, *ago1-25*, *dcl1-11*, and *hyl1-2*.

Supplementary Fig. S5. Short-term effects of 4% glucose on accumulation of *MIRNA* genes pri-miRs in Col-0, *ago1-25*, *dcl1-11*, and *hyl1-2* seedlings after 3 d of light exposure.

Supplementary Fig. S6. Long-term effects of glucose on accumulation of *MIRNA* genes pri-miR, their corresponding miRNA family and respective targets in Col-0, *ago1-25* and *hyl1-2* seedlings grown in 4% glucose or control media after 3 d of light exposure.

Supplementary Fig. S7. Validation of glucose-promoted changes on *ABI3*, *ABI4* and *ABI5* accumulation.

Supplementary Data

# Supplementary material for: Involvement of microRNA-related regulatory pathways in the glucose-mediated control of Arabidopsis early seedling development
**Source:** J Exp Bot. 2013 Aug 30;64(14):4301–12. doi: 10.1093/jxb/ert239
**Supplement:** Supplementary Data

Involvement of microRNA-related regulatory pathways in the glucose-mediated control of Arabidopsis early seedling development — Involvement of microRNA-related regulatory pathways in the glucose-mediated control of Arabidopsis early seedling development — Supplementary Data 

# Involvement of microRNA-related regulatory pathways in the glucose-mediated control of *Arabidopsis* early seedling development

## 

Data files

**Files in this Data Supplement:**

- Supplementary Data - Supplementary Data
- Supplementary Data - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

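The files cover 1 experiment of the paper, the deep sequencing of sRNAs from whole Col-0 seedlings kept in liquid MS/2 medium and either left untreated or given 2% glucose or 2% mannitol 4 h before harvest, with 1 library per treatment. The authors had the libraries sequenced on an Illumina Genome Analyzer IIx and deposited, for each library, the read count of every distinct sequence, without normalization. The files already include the trimming of adapters and the merging of identical reads, and they hold lengths of 17 to 25 nt only; the paper’s text does not name the length limits. The later steps of the authors, the match of reads to the mature sequences of miRBase release 18 with CLC Genomics Workbench and the normalization behind Supplementary Table S3, are not part of these files. The experiments with 4% glucose, the quantification of pri-miRs and mRNAs by qRT-PCR and the mutant phenotypes were left out, since the files hold no data on them.

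The 155 mature sequences were taken from Supplementary Table S3. A read was counted for a sequence if it equalled it over its whole length, and the reads of the library were the denominator of each share. The libraries held 6650032 (untreated), 6241667 (glucose) and 5930927 (mannitol) reads, so that the smallest share the depth can show, 3 reads, was 0.451, 0.481 and 0.506 per 1000000 reads. Intervals for shares are 95% Wilson intervals, and those of log2 fold changes are 95% normal intervals from the 2 counts; both cover counting error only, and the reads carry no molecular identifiers. All distinct sequences were also matched without mismatches to the TAIR10.1 genome, which also gave the coordinates, and classed by the annotation at their middle base. The paper names no genome build.

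A sequence was called altered by glucose if Kal’s Z-test, the test the paper names, taken as two-sided and without adjustment, gave a p-value under 0.05 against both the untreated and the mannitol library. The same test compared mannitol with the untreated library. Single sequences were tested by two-sided Fisher’s exact test, and log2 fold changes were taken after adding 0.5 reads to each count. Other small RNAs, of 18 to 28 nt by plan, with at least 100 reads over the 3 libraries, were tested by Fisher’s exact test with Benjamini-Hochberg adjustment, and called altered with an adjusted p-value under 0.05 and at least a 2-fold change in the same direction against both libraries. The sequences named in the text are those of the families in Table 1, those of the set shared with the pri-miRs of Fig. 2, the 5 largest rises and the 5 largest falls against the untreated library among the altered sequences with at least 50 reads in the glucose and untreated libraries together, and for other small RNAs the 2 largest rises and the 2 largest falls. Sequences of the named families with fewer than 50 reads in those libraries are given by their reads.

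The alternatives chosen before the data were examined were, for the counts of altered sequences, 4 other denominators (reads of the 155 sequences, the scale of the paper’s normalized reads, reads of the 155 sequences without miR165 and miR166, and edgeR’s TMM factors), the inclusion of reads with 1 or 2 nt more or less at the 3′ end, Fisher’s exact test, Benjamini-Hochberg adjustment, a limit of 1.5-fold, a minimum of 10 reads in each pair of libraries, and edgeR’s exact test with an assumed coefficient of variation of 0.1 or 0.2. For log2 fold changes, 5 added reads were tried as well, and for other small RNAs a minimum of 20 reads, a limit of 1.5-fold and reads of 20 to 24 nt as the denominator, with only sequences of these lengths tested. Chosen after seeing the data were the inclusion of reads with up to 2 nt more or less at either end, alone or on the scale of the paper’s normalized reads, and as denominators the reads outside chloroplast rRNA and the reads of the same length. Nt added at the 3′ end could be any base under the planned rule, whereas the rule for either end took only reads equal to the precursor.

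The tests were tried on simulated reads with known changes. In 50 runs with 40 of the 155 sequences changed 2-fold, Kal’s Z-test found 99.8% of the 435 changed sequences with an expected 100 reads or more, and called 0.365% of 5750 unchanged sequences against both libraries. With a simulated coefficient of variation of 0.1 between libraries it called 8.49% of the unchanged sequences, and with 0.2 it called 13.7%. Against the untreated library alone, Kal’s Z-test called 20.5% of the unchanged sequences with the coefficient of 0.2, and edgeR’s exact test, given that coefficient, called 5.32% of 1260. These rates are not comparable, since the 1260 had an expected 10 reads or more. All rates of Kal’s Z-test for unchanged sequences included those of few reads. The 24 sequences without reads could never be called, which lowers these rates. Of 180 other small RNAs changed 4-fold, 98.3% were found, with 0 calls among 7844 unchanged ones. This simulation had counting error only, so it does not show how many unchanged small RNAs a spread between libraries would call. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and edgeR 4.0.16 with R 4.3.3.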

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

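The test of the denominator for miRNAs in the mannitol library, both tests for other small RNAs, and the test against random lists were chosen only after the result was seen.

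The paper does not report a comparison of the mannitol with the untreated library, and this comparison showed a signal. By Kal’s Z-test 40 of the 155 sequences differed between these libraries, as many as between the glucose and the mannitol library (40) and more than between the glucose and the untreated library (27). One technical explanation is a recovery of inserts that depends on their length. From the untreated to the mannitol library, the 7 miRNAs of 22 nt with at least 50 reads changed by 0.75 more (difference of medians, log2) than the 6 of 20 nt. Chloroplast reads of the same lengths differed by 0.70. The change in other nuclear reads was −0.31 at 20 nt and 0.04 at 22 nt, a smaller difference in the same direction. Such a bias may thus account for part of the differences between the libraries, but its size was not the same in all reads. With the reads of the same length outside miRNA precursors as the denominator, 36 sequences remained, but this denominator takes away only part of the difference between the lengths, so the count does not show how many of the differences have another cause. A denominator dominated by chloroplast rRNA is not the explanation, as 42 sequences differed when these reads were left out. The spread between replicate libraries is another explanation. With an assumed coefficient of variation of 0.2, edgeR’s exact test left 8 sequences, and with 1 library per treatment this spread cannot be measured. The design also gives a biological explanation, a response to mannitol as an osmotic agent, but the pattern cannot be told apart from the spread between replicate libraries.

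Outside the sequences of Supplementary Table S3, which are those the paper discusses, 352 of 8287 small RNAs with at least 100 reads were altered in the glucose library against both other libraries by Fisher’s exact test with Benjamini-Hochberg adjustment, and 289 of them fell while 63 rose. The excess of falls depended on the fold limit. With 1.5-fold in place of 2-fold, 593 fell and 421 rose. The largest falls were GATCATTGTCGATACCTGTCAAAA, with 70 reads in the untreated, 0 in the glucose and 103 in the mannitol library, and GATCATTGTCGATACCTGTAAA, with 52, 1 and 71 reads. They match 18S rRNA on chromosomes 2 (from 5506) and 3 (from 14199477) of TAIR10.1 over their first 20 and 19 nt, and their last 4 and 3 nt are not in the genome there. The largest rises were ACCTTCAAAGTTCTCTGAATTG, from a snoRNA gene on chromosome 1 (9076303 to 9076324), with 20, 139 and 24 reads, and GAGGGCCATAGGTTCGAATCCT, from a tRNA-Pro found on chromosome 2 and in the mitochondrion, with 42, 206 and 66 reads. A loss of reads that do not match the genome could explain some of the falls at most, since 36.0% of the sequences that fell had no exact match. Among all sequences tested, 9.04% had none. Whether such a loss explains any of the falls was not tested. Reads without an exact match made up 6.16% of the untreated, 6.02% of the glucose and 6.28% of the mannitol library. A recovery of inserts that depends on their length remains open. With the reads of the same length as the denominator 184 falls remained, but this denominator need not take away the whole difference between the lengths, and 52.9% of the sequences that fell were of 24 or 25 nt, against 24.7% of all sequences tested. The spread between replicate libraries was not tested and cannot be with these libraries, so the treatment and the library cannot be told apart.

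The annotated arms of miRNA precursors that are absent from Supplementary Table S3, taken from precursors of listed sequences and with at least 50 reads in the glucose and untreated libraries together, also showed a signal in data the paper did not analyse. The median log2 fold change of these 31 arms against the untreated library was 0.68, and 23 of them rose, whereas the median of the listed sequences with as many reads was 0.06. The median of the arms lay at percentile 100 among 10000 random lists of genome-matched small RNAs of 20 to 22 nt with similar mean reads, whose medians lay between −0.08 and 0.29 in 95% of the lists. The denominator is not the explanation, as the median over the denominators common to all lengths stayed at 0.48 or above. Against the mannitol library it was 0.49. A candidate explanation is a higher output or a slower loss of the second strand of the miRNA duplex in the glucose library, but the spread between replicate libraries is not known and the pattern was noticed in the same data.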

How the results depend on the processing

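The settings with the reads outside chloroplast rRNA, with the reads of the same length and with 5′ and 3′ end variants were chosen only after the result was seen.

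Scaling moved the log2 fold changes of the glucose library as follows. Against the untreated library, the reads of the 155 sequences as the denominator shifted them by −0.20 and the scale of the paper’s normalized reads by −0.19, while reads of the same length shifted sequences of 24 nt by 0.30, so that miR163, of 24 nt, had −0.83 in place of −1.13. Against the mannitol library, TMM factors shifted them by −0.30 and the reads of the 155 sequences without miR165 and miR166 by −0.13, while reads of the same length shifted sequences of 20 nt by −0.45, of 21 nt by −0.19 and of 24 nt by 0.78.

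The counts of altered sequences stayed within 1.5 times their value under the other 4 denominators, Fisher’s exact test, Benjamini-Hochberg adjustment, the minimum of 10 reads and the inclusion of 3′ end variants. Under these settings, 17 to 29 sequences were altered against both libraries, 22 to 34 differed between glucose and untreated, 34 to 46 between glucose and mannitol and 32 to 40 between mannitol and untreated. Between 11 and 21 lay outside the range of the other libraries, and the set shared with the pri-miRs held 10 to 15 families. With the reads outside chloroplast rRNA or of the same length, 19 and 22 sequences were altered against both.

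With a limit of 1.5-fold, the counts fell to 5 against both libraries, 8 against untreated, 24 against mannitol, 17 for mannitol against untreated and 5 outside the range, with 3 shared families, 3 of the same and 0 of the opposite direction. edgeR’s exact test gave 5, 11, 21, 19 and 5 with a coefficient of variation of 0.1, with 4 shared families (3 and 1), and 1, 2, 8, 8 and 1 with 0.2, with 1 shared family (1 and 0). With 5′ and 3′ end variants, 32 sequences were altered against both and 23 lay outside the range. The families of opposite direction, 4 as reported, were 7 with 3′ end variants, 7 with 5′ and 3′ end variants and 7 with these on the paper’s scale. The cause was not tested.

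Sequences detected, 131 as reported, were 77 with at least 10 reads. The depth limits the comparison, since 22 of the 155 sequences had 1000 or more reads over the 3 libraries and 24 had none. Other small RNAs altered, 352 as reported, were 722 with at least 20 reads, 1014 with a limit of 1.5-fold and 214 with reads of 20 to 24 nt as the denominator. The number of sequences tested, 8287 as reported, was 26536 with at least 20 reads and 5643 with reads of 20 to 24 nt. Over distinct sequences, the untreated, glucose and mannitol libraries held 4.68, 6.59 and 2.05% at 17 nt, 10.5, 11.3 and 8.74% at 21 nt and 38.5, 31.5 and 45.5% at 24 nt, and the order of the libraries at 17 and 24 nt was that of the reads.

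Of the 20 named miRNAs with at least 50 reads, 18 kept their direction against the untreated library and 14 against the mannitol library under every setting tried. The others reversed as follows. Against untreated, miR169h to miR169n (0.09) became −0.11 with reads of the 155 sequences, −0.10 on the paper’s scale, −0.34 with 3′ end variants, −0.37 with 5′ and 3′ end variants and −0.56 with these on the paper’s scale. miR775 (−0.04) became 0.0098 with TMM factors, 0.30 with 3′ and 0.12 with 5′ and 3′ end variants. Against mannitol, without miR165 and miR166 in the denominator, miR156a to miR156f became −0.049, miR158a −0.014 and miR159b −0.11. With TMM factors they became −0.22, −0.18 and −0.28, miR160a to miR160c −0.014, miR165a/b −0.16 and miR398b/c −0.038. With reads of the same length, miR156a to miR156f became −0.37, miR158a −0.34, miR159b −0.16 and miR165a/b −0.051. A further 19 of the 400 log2 fold changes under alternatives lost and 2 gained an exact p under 0.05 in the same direction. The numbers of altered sequences higher or lower than untreated moved by more than 1.5 times in 12 cases.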

Differences from the paper's values

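The settings with 5′ and 3′ end variants, with the reads outside chloroplast rRNA and with the reads of the same length were chosen only after the result was seen.

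The fold changes of Supplementary Table S3 for glucose against the untreated control, with a minus sign for a fall, were compared with those of the 20 named miRNAs with at least 50 reads, and 13 differed by more than the 95% counting error. The paper’s value is given first. They were −1.24 against −1.09 for miR156a to miR156f, 1.19 against 1.36 for miR157a to miR157c, 1.04 against 1.18 for miR158a, −1.22 against −1.07 for miR159a and −1.52 against −1.37 for miR159b. They were 1.05 against 1.21 for miR165a/b, 1.01 against 1.17 for miR166a to miR166g, 1.09 against 1.19 for miR167a/b, −1.62 against −2.12 for miR167d and −1.49 against 1.07 for miR169h to miR169n. They were 1.14 against 1.30 for miR390a/b, −1.44 against −1.26 for miR396b and 1.17 against 1.34 for miR398b/c.

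Of the alternatives set before the data were examined, the scale of the paper’s normalized reads closed the gap for 11 of the 13, all but miR166 and miR167d, and the reads of the 155 sequences as the denominator closed it for 10, all but miR158a, miR159b and miR167d. Under both of these settings miR160a to miR160c and miR319a/b, which did not differ before, moved away from the paper’s values, so that 4 and 5 of the 20 differed. The reads of the 155 sequences without miR165 and miR166 closed it for miR167a/b and miR390a/b, and 3′ end variants for miR169h to miR169n, with 14 of the 20 then differing. TMM factors and 5 added reads closed none, and 16 and 13 differed. Among the settings chosen after seeing the values, 5′ and 3′ end variants on the paper’s scale closed the gap for 12 of the 13. The exception, miR167d, then had −2.43 against the paper’s −1.62, and none of the settings closed its gap. Reads that fit several sequences went to the closest sequence here, and no other sharing of such reads was tried. In the mannitol library the paper has 224 reads for miR167d and 860 for miR167a/b, against 200 and 884 with 5′ and 3′ end variants. Reads outside chloroplast rRNA, also chosen after seeing the values, closed it for miR167a/b and miR390a/b, 5′ and 3′ end variants without the paper’s scale for miR169h to miR169n, with 16 of the 20 then differing, and reads of the same length for none, with 17 differing.

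The normalized reads of the untreated control in Supplementary Table S3 were compared with the reads equal to the whole sequence. The paper’s values differed by more than 1.5 times for 9 of the 30 named sequences. They were 37.5 against 17 for miR156g, 15 against 0 for miR156h, 49.2 against 8 for miR159c, 86.7 against 5 for miR169b/c, 3.2 against 1 for miR169d to miR169g and 46 against 29 for miR169h to miR169n. They were 5394.6 against 2934 for miR319a/b, 679.7 against 3 for miR773 and 408.9 against 139 for miR775. The inclusion of 3′ end variants, set before the data were examined, closed the gap for miR169h to miR169n (42), miR319a/b (6515) and miR773 (631), but opened one for miR171b/c (89 against the paper’s 31), so that 7 of the 30 differed. That of 5′ and 3′ end variants, chosen after seeing the values, closed it for these (43, 5056 and 635) and for miR156h (14), miR169b/c (79) and miR775 (382). No setting closed it for miR156g, miR159c or miR169d to miR169g, and no other sharing of reads that fit several sequences was tried. miR158b is not among the 30. The paper gives it 895.9 normalized reads in the untreated control, against 99 reads of the whole sequence and 202 with 5′ and 3′ end variants.

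The counts in the paper’s text differed by no more than 1.5 times. The paper’s 29 altered sequences stand against 20, and 29 were found with 3′ end variants counted, and also with 5′ and 3′ end variants on the paper’s scale, which was chosen after seeing the values. Under this last setting 27 of the sequences were among the paper’s 29. For the 3′ end variants only the counts were compared, so the sequences need not be the same. The paper’s 155 detected sequences stand against 131, and 155 were found with 5′ and 3′ end variants, chosen after seeing the values. The paper’s common set of 12, with 6 similar and 6 opposite responses, stands against 10 families with 6 and 4. With TMM factors there were 13 families, 7 similar and 6 opposite. In Table 1 the paper marks miR169 as responsive to the short-term treatment, while no miR169 sequence met the criterion with whole-length reads; miR169b/c, with 5, 0 and 3 reads in the untreated, glucose and mannitol libraries, met it against the untreated (Kal’s Z-test, p = 0.030) but not against the mannitol library (Kal’s Z-test, p = 0.076). With 3′ end variants counted, set before the data were examined, miR169b/c had 527, 175 and 354 reads. With 5′ and 3′ end variants on the paper’s scale, chosen after seeing the values, it was altered against both libraries, with a log2 fold change of −2.55 against the untreated library.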

Other observations

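The tests of sequencing error and of RNA classes for the last base, and the test of shifted ends, were chosen only after the result was seen; the test of length for the 24-nt class was chosen before.

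The reads of miR165 and miR166 that end in A or T in place of the last C, and which have no match in the genome, were rarer in the glucose library. Per 10000 reads of the complete sequences there were 86.5 such reads in the untreated, 23.2 in the glucose and 58.0 in the mannitol library, a glucose to untreated ratio of 0.268. Sequencing error along the whole read is not the explanation, since substitutions inside the same sequences had a ratio of 1.01, but an error confined to the end of the insert, such as in the trimming of adapters, was not tested. Last-base substitutions in fragments of rRNA and tRNA were also rarer in the glucose library, with a median ratio of 0.455 over 56 fragments, which is neither near 1 nor as low as in miR165 and miR166. The pattern is thus not confined to miRNAs and cannot be told apart from a difference between the libraries that also reaches rRNA and tRNA fragments, and 1 library per treatment cannot separate treatment from library preparation. The pattern was also chosen from the data. The low share in miR165 and miR166 had been seen first, last-base substitutions were then tested over all 11 miRNAs with enough such reads, where the median ratio was 0.907, which goes against a difference of the same size in all RNA classes, and only after that was it narrowed to the A and T ends of miR165 and miR166.

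The 24-nt class was largest in the mannitol library, with 11.3% of the reads against 8.14% in the untreated and 6.59% in the glucose library. From the untreated to the mannitol library, the ratio of 24-nt to 21-nt reads rose by 0.70 on the log2 scale among nuclear reads outside structural RNAs and miRNA precursors. Among chloroplast reads outside rRNA it rose by 0.60, and among chloroplast rRNA fragments by 0.71. From the untreated to the glucose library, it fell by 0.32 in the nuclear reads, by 0.60 in the chloroplast reads outside rRNA and by 0.16 in chloroplast rRNA fragments. The rise in mannitol was thus nearly as large in reads of chloroplast origin, which is consistent with a recovery of inserts that depends on their length. A response of nuclear 24-nt sRNAs to the treatments cannot be told apart from such a bias.

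The reads equal to the listed sequences were fewer than the normalized reads of Supplementary Table S3. Shifted read ends are a candidate explanation, since counting reads with up to 2 nt more or less at either end gave the same number of reads as the table for 130 of the 155 sequences in the untreated library. The origin of the scale between the paper’s normalized reads of the libraries was not found.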
